A study of Mus musculus with 10 samples.

How the data were processed

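Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the submitters on mouse embryonic kidneys at E13.5. The 10 samples comprised 3 wild-type (WT) Brg1 libraries, 1 Six2 mutant Brg1 library, 3 WT Six2 libraries, 1 WT H3K27ac library, 1 IgG control library and 1 genomic DNA control library. According to the labels, the tissue was fixed with formaldehyde, homogenized with beads and sheared with focused ultrasound, and chromatin was precleared with Protein A beads before immunoprecipitation. Libraries were made with a ThruPLEX DNA-seq kit. The nature of the Six2 mutant allele, and whether the replicates came from separate litters or pools of embryos, is not given in the sources used here.

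The authors deposited 4 peak lists, one each for WT Brg1, mutant Brg1, WT Six2 and WT H3K27ac. Each list was assigned to its group by the name the depositors gave it. A peak list holds the intervals in which a peak caller found more reads than background. Each deposited list has 3 columns, the chromosome, the start and the end of each peak, in coordinates of mouse build mm10. The lists hold no score, height, fold enrichment or significance per peak and no value per library. The submitters' processing notes name FastQC 0.11.2 (read quality), Bowtie2 2.2.0 (alignment), MACS2 2.1.1 (peak calling) and HOMER 4.8.3 (peak annotation and motifs). The calling threshold, the control set against each library and the way in which 3 replicate libraries gave 1 list are not given in the sources used here. No peak list of the IgG or genomic DNA control was analysed here, so no background of that kind could be measured.

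The structure of the lists was examined first. The mutant Brg1 and H3K27ac lists run once through the chromosomes in sorted order, and the WT Brg1 and WT Six2 lists run through them 3 times, in 3 sorted sections whose peaks do not overlap one another. The smallest width was 69, 65 and 110 bp in WT Brg1 sections 1, 2 and 3 and 111, 119 and 100 bp in those of WT Six2. Exactly this width was held by 631, 175 and 1 peaks of the WT Brg1 sections and by 122, 378 and 49 peaks of the WT Six2 sections. In the mutant Brg1 list 1 peak had the smallest width, 164 bp. The sections are not labelled with a replicate and were not used as replicates. Sequencing depth is unknown for every library, and it sets how many peaks a caller can find. In WT Brg1 sections 1, 2 and 3, 807, 403 and 513 peaks lay within 500 bp of a peak of another section, so several peaks can belong to 1 site. Wilson 95% intervals are given for shares of peaks and cover counting error only, that is the number of peaks, and neither the spread between animals nor that between libraries. They treat peaks as independent, which neighbouring peaks may not be, so they can be too narrow. Because the mutant list comes from 1 library and the WT lists hold no value per library, no test of the genotype was possible and no p-value is given.

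Peaks were annotated with GENCODE vM21 for build GRCm38, the same assembly as mm10. All peaks of the 4 lists lay inside the chromosomes of this assembly. A peak was called a promoter peak if its midpoint lay within 1 kb of the transcription start site (TSS) of a protein-coding transcript, and distal otherwise. Distal peaks were divided by their midpoint into exonic, intronic and intergenic. Each peak was assigned to the protein-coding gene with the nearest TSS, up to 500 kb away. Genes are named as in the annotation.

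2 peaks were counted as overlapping if they shared at least 1 bp. A WT Brg1 peak that overlapped a mutant Brg1 peak is called kept, and one that did not is called lost. These words describe the lists and not a measured change in occupancy, because a peak can be missing from a list for lack of depth. Observed overlaps were set beside 1000 random placements of the peaks on their own chromosomes outside assembly gaps, with widths kept. In another 1000 placements each peak was put at its own distance from a TSS drawn at random. The kept share of Brg1 peaks with a Six2 peak was compared with that of the others, with a Newcombe 95% interval. The Six2 label was then shuffled 10000 times among Brg1 peaks of the same class (promoter or distal, with or without H3K27ac, and quartile of width), and the percentile of the observed difference is given.

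Gene lists were fixed before the data were examined, as were the tests, the motifs, most alternatives and the rule for named genes. The 21 lists hold markers of nephron progenitors, nephron differentiation, ureteric bud, stroma, podocytes, tubules, endothelium, blood, neurons and skeletal muscle, the subunits of the BAF complex, other chromatin remodelers and polycomb proteins, the Six2/Eya/Dach/Pax network, the Wnt, Notch and FGF/BMP/TGF-beta pathways, Hox genes, cell cycle genes, apoptosis genes, housekeeping genes and ribosomal protein genes. For each list the number of genes with at least 1 assigned peak was ranked among 10000 random lists of protein-coding genes of the same size, matched on the decile of the length of genome nearest to each gene's TSS. These percentiles describe the deposited lists and are no test of a condition. The share of peaks with a match to each of 10 consensus motifs was compared with that of sequences of the same width placed 2 kb to either side.

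The rule for named genes was as follows. From the nephron progenitor, nephron differentiation, ureteric bud, stroma, podocyte, BAF complex, Six2/Eya/Dach/Pax and cell cycle lists, the 3 genes with the most lost and the 2 with the most kept WT Brg1 peaks are named. Over all genes, the 5 with the most lost, the most kept and the most mutant-only Brg1 peaks, the most Brg1 peaks with a Six2 peak and the most Six2 peaks are named, and so are the 5 nephron progenitor and the 5 nephron differentiation genes with the most Six2 peaks. Ties were broken by the number of WT Brg1 peaks and then by alphabet. Six2, Eya1, Osr1, Sall1, Cited1, Wt1, Pax2, Mycn, Gdnf, Wnt4, Fgf8, Pax8, Lhx1 and Smarca4 are named whatever their values. Coordinates are given for at most 10 peaks at Six2, Eya1, Mycn and Wnt4, those in the most lists first and then those nearest the TSS.

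The calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and matplotlib 3.10.9 drew the figures. They were tested on simulated data. Where 30% and 5% of peaks of the WT Brg1 widths were put on mutant Brg1 peaks, overlaps of 30.1% and 5.2% of the 8437 peaks were recovered. For the comparison of kept shares, a planted difference of -10 points was recovered as a mean of -9.76 over 200 runs and fell outside the middle 95% of the relabellings in 99.5% of them. With no planted difference 4% of runs did so. For the gene lists, 2% of 200 simulated lists of 26 genes passed the 97.5th percentile with no planted effect, and 49.5% did so when each member's chance of a peak was multiplied by 2. All of 400 planted Six2-type consensus sequences were found, and 0.0833% of 3600 random sequences matched. Alternatives covered the overlap rule, wider peaks, repeat sequence, distal peaks, the definition of promoters, the distance to genes, the annotation, the random placement and the motif windows. Others were chosen after the lists had been seen: peaks of equal width, leaving out each sorted section, leaving out the sex chromosomes, and gene lists matched also on H3K27ac. This last matching used only whether a gene had an assigned H3K27ac peak, and not how many it had.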

Results

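Occupancy of Brg1, the ATPase subunit of the BAF (SWI/SNF) chromatin remodeling complex encoded by Smarca4, was mapped by ChIP-seq in E13.5 mouse kidneys of wild-type (WT) and Six2 mutant embryos. Six2, a homeodomain transcription factor that keeps nephron progenitors self-renewing, and H3K27ac, a histone mark of active promoters and enhancers, were mapped in WT kidneys of the same age. At this stage the kidney holds nephron progenitors, early nephron structures, ureteric bud and stroma, and the peaks come from this mixture. The WT Brg1 list (3 libraries) held 8437 peaks with a median width of 124 bp, and the mutant Brg1 list (1 library) held 7690 peaks with a median width of 394 bp. The WT Six2 list (3 libraries) held 8375 peaks with a median width of 180 bp. The H3K27ac list (1 library) held 27578 peaks with a median width of 665 bp. The depth of each library is unknown, and the lists give no value per replicate, so differences between lists could not be set against replicate spread.

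Brg1 peaks lay mainly at promoters, and Six2 peaks lay mainly away from them. In WT kidneys 54.2% of Brg1 peaks (95% interval 53.1 to 55.2) were within 1 kb of a TSS, against 75.3% (74.3 to 76.2) of the mutant Brg1 peaks. By contrast 25.1% (24.2 to 26.01) of Six2 peaks were promoter peaks, 34.7% were intronic and 38.5% intergenic. The promoter share was 13.0%, 50.2% and 21.9% in sections 1, 2 and 3 of the Six2 list, and 54.6%, 52.6% and 53.8% in those of the WT Brg1 list. H3K27ac was between these, with 48.8% at promoters. Over 50 kb from any TSS lay 31.7% of Six2 peaks, 14.7% of WT Brg1 peaks and 5.94% of mutant Brg1 peaks. The median GC content was 67.5% in mutant Brg1 peaks, 58.9% in WT Brg1 peaks and 50.3% in Six2 peaks.

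**Figure D1:**
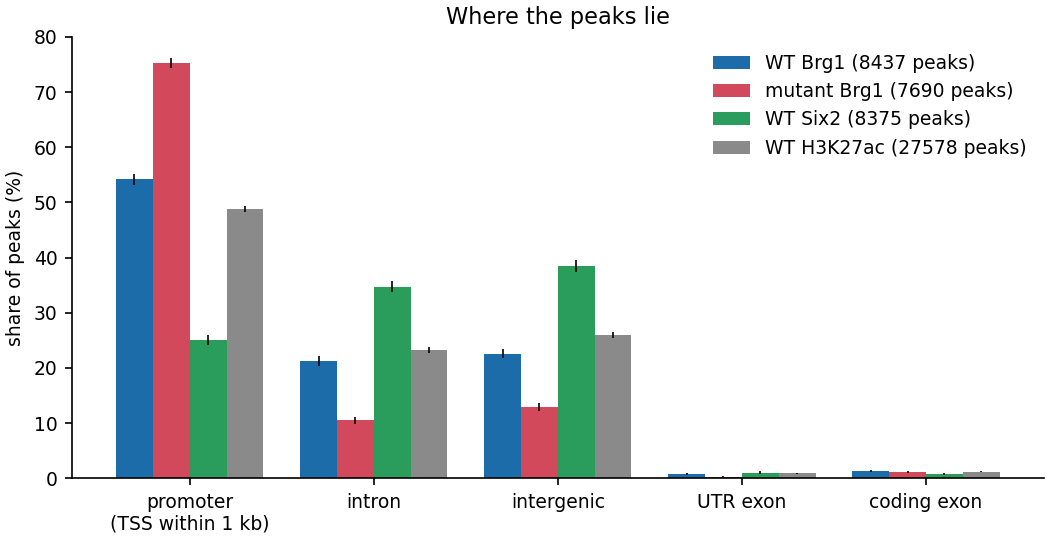
Share of peaks (y axis, %) by place of the peak midpoint (x axis) in the 4 deposited lists, with Wilson 95% intervals for counting error as error bars. The mutant Brg1 list had the highest promoter share, 75.3%, and the Six2 list the lowest, 25.1%.

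The comparison of WT and mutant Brg1 asked whether sites occupied by Brg1 in WT kidneys were also called in Six2 mutant kidneys. Of 8437 WT Brg1 peaks, 2792 overlapped a mutant Brg1 peak, a kept share of 33.1% (32.1 to 34.1), and 5645 were lost. Of the kept peaks 2104 lay at promoters with H3K27ac and 617 were distal. At promoters with H3K27ac 49.1% (47.6 to 50.6) of WT Brg1 peaks were kept, at distal sites with H3K27ac 22.6% (20.96 to 24.2), and at distal sites without H3K27ac 4.18% (3.25 to 5.36). In the other direction 28.9% (27.9 to 29.9) of the 7690 mutant Brg1 peaks overlapped a WT Brg1 peak, and 13.2% without section 1 of the WT list. There were 5468 mutant-only peaks, 74.0% of them at promoters and 78.3% in H3K27ac. Random placements on the chromosomes overlapped the mutant list in a mean of 0.209% of WT peaks, 158 times less than observed, and placements at the same distance from a TSS did so in 6.18%, 5.36 times less. The kept share rose with the width of the WT peak, from 24.8% (23.0 to 26.7) in the narrowest quartile to 44.3% (42.2 to 46.4) in the widest, and it was 43.3% where peaks within 500 bp counted as shared. With 1 mutant library of unknown depth, a lost peak cannot be told from a peak that was not called.

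**Figure D2:**
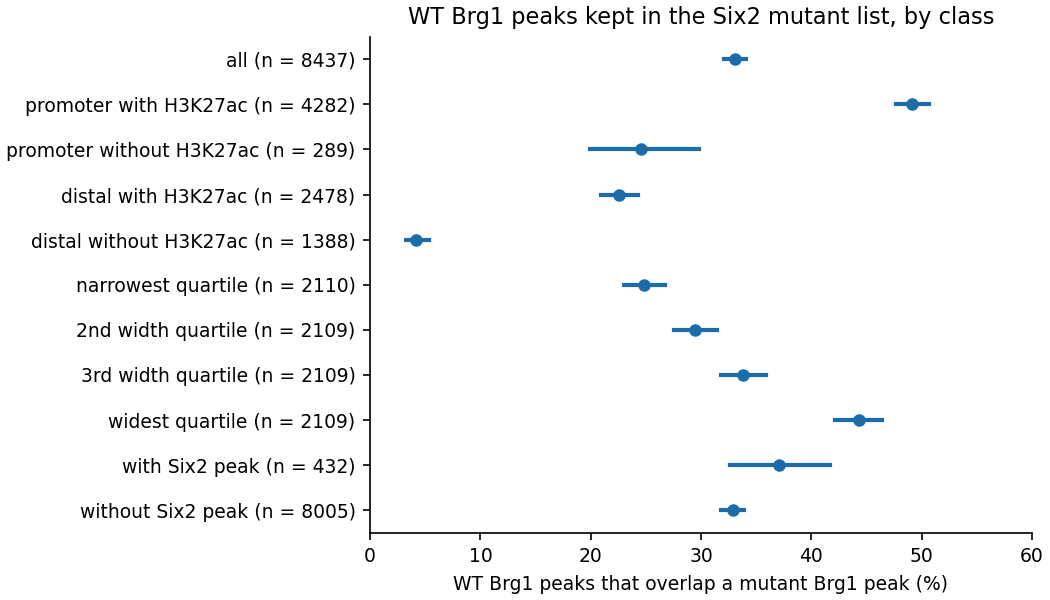
Share of WT Brg1 peaks that overlapped a mutant Brg1 peak (x axis, %) for all peaks and for classes of peaks (y axis, with the number of peaks); dots are shares and lines Wilson 95% intervals for counting error. Among the classes drawn, promoter peaks with H3K27ac were kept most often, 49.1%, and distal peaks without H3K27ac least often, 4.18%.

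Genes of the nephron progenitor were densely occupied by Brg1 in WT kidneys. Of 30 nephron progenitor genes, 23 had a WT Brg1 peak, against a median of 8 in random gene lists (percentile 100), and 18 had a mutant Brg1 peak (median 10, percentile 99.9). Against random lists matched also on H3K27ac the WT count stayed at percentile 100 and the mutant count was within the middle 95% (93.9). This matching was on having any H3K27ac peak. The number of such peaks, 218 at 28 of the progenitor genes, was not matched. Together the 30 genes held 68 WT Brg1 peaks, of which 17 were kept (95% interval for the share 16.2 to 36.4%). Every progenitor gene with a mutant peak also had a WT peak, and 5 had WT peaks alone, namely Six2, Osr1, Uncx, Meox1 and Itga8, a count that was made after the first results had been seen (random median 2, percentile 93.8; 80.2 against random lists matched also on H3K27ac). Six2 had 1 WT Brg1 peak, which was lost. Osr1, a transcription factor of early kidney mesenchyme, also had 1, and it was lost too. Sall1, a zinc finger factor of progenitors, had 7 WT peaks with 6 lost, Gas1, a cell-surface coreceptor, had 9 with 8 lost, and Uncx, a homeobox factor, had 6 with all lost. Fgfr1, an FGF receptor, kept 4 of 6 peaks, and Spock2 kept 3 of 3. Gdnf, the signal to the ureteric bud, had 3 WT peaks with 1 kept, Wt1 had 1 WT peak, lost, and 1 mutant-only peak, and Cited1 had no Brg1 peak in either list. Cited1 lies on chromosome X, where the WT Brg1 list held few peaks, so its lack of a WT peak is uncertain.

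Genes of nephron differentiation showed another arrangement. Of 26 such genes, 9 had a WT Brg1 peak (random median 8, percentile 73.6) and 16 had a mutant Brg1 peak (random median 10, percentile 99.4; 92.6 and within the middle 95% against lists matched on H3K27ac). Of their 23 WT peaks, 2 were kept, 8.70% (2.42 to 26.8), and 23 of their 25 mutant peaks were mutant-only. A mutant-only peak, with or without a WT peak elsewhere at the gene, was found at 15 of these 26 genes (percentile 99.9). It was also found at 14 of 30 nephron progenitor genes (99.4), 15 of 24 Notch pathway (100), 12 of 18 apoptosis (100), 9 of 14 podocyte (99.9) and 7 of 14 housekeeping genes (99.8). Against lists matched on H3K27ac the differentiation count was at percentile 99.04 and the progenitor count at 90.99. The Notch pathway (99.97), apoptosis (99.955) and podocyte counts (99.29) also stayed above the middle 95%, and the housekeeping count (96.01) did not. The early differentiation genes Wnt4, Fgf8, Pax8 and Lhx1 had no WT Brg1 peak and had 2, 1, 2 and 2 mutant-only peaks. Among 26 genes 11 had a mutant peak and no WT peak (percentile 99.9), and 4 had the reverse (percentile 86.1). Other lists also stood out in such counts: 5 of 20 ureteric bud genes (percentile 98.95), 5 of 18 stroma genes (98.95) and 5 of 39 Hox genes (97.8) had a WT peak alone, and 7 of 18 apoptosis genes (99.4) a mutant peak alone. Nephron progenitor genes with a mutant peak alone were 0 of 30 (percentile 0.27; 0.035 against lists matched on H3K27ac), but most of these genes had a WT peak and could not be counted. Among genes with no WT Brg1 peak, a mutant peak was found at 0 of 7 nephron progenitor genes (upper limit 35.4%) and at 17.4% of all genes. The share was high for nephron differentiation genes, 11 of 17 (41.3 to 82.7%), and also for apoptosis genes, 7 of 9, and FGF, BMP and TGF-beta pathway genes, 5 of 8. Intervals above the share of all genes were also found for podocyte (4 of 7), Wnt (9 of 16), Notch (5 of 12), other remodeler and Polycomb (4 of 8), Six2/Eya/Dach/Pax (5 of 11) and housekeeping genes (4 of 9). A high share was thus not particular to nephron differentiation genes. These shares were added after the results had been seen. Genes on chromosome X, where the WT Brg1 list held few peaks, were not left out of these shares or of the counts of genes with a mutant peak alone. They can raise both. Against lists matched on H3K27ac the nephron differentiation (99.3) and ureteric bud (98.8) counts stayed above the middle 95%, and those of stroma (96.3), Hox (94.3) and apoptosis genes (96.6) did not. The WT peaks of this list lay mostly at Notch2, a receptor with 10 peaks, all lost, and at the cyclin gene Ccnd1, with 4 peaks and 1 kept. The Notch target Hey1 had 2 WT peaks, both lost. The Wnt effector Lef1 had 1 WT peak, which was kept.

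Among the other kidney lists, 12 of 18 stroma genes (percentile 99.9), 9 of 20 ureteric bud genes (97.6) and 7 of 14 podocyte genes (97.3) had a WT Brg1 peak. In the mutant list 9 stroma genes (percentile 86.9), 7 ureteric bud genes (59.2) and 9 podocyte genes (99.02) did. Stroma genes held 59 WT Brg1 peaks with 16 kept, of which the TALE homeobox genes Meis1, Meis2 and Pbx1 held 19, 11 and 9, with 8, 4 and 1 kept. Ureteric bud genes held 18 with 5 kept: Sox9 kept 2 of 4 and Spry1, an antagonist of receptor tyrosine kinase signaling, 2 of 2, while the GDNF coreceptor Gfra1 kept 1 of 4 and Hoxb7 0 of 2. Podocyte genes held 20 with 1 kept, at Synpo, which had 2 WT peaks and 3 mutant-only peaks. Foxc1 lost all of its 9 WT peaks, Nes its 3 and Lmx1b its 2. Tubule genes of later nephron maturation had no Brg1 peak in either list (0 of 12 genes), and of genes of cell types not abundant in the kidney rudiment, 2 of 16 neuron genes, 1 of 14 skeletal muscle genes and 2 of 14 blood genes had a WT Brg1 peak. In the mutant list 4 neuron, 2 skeletal muscle and 3 blood genes had one. Of the 21 gene lists 12 were above the middle 95% of random lists for WT Brg1, 13 for mutant Brg1 and 6 for Six2, the housekeeping list among them for WT Brg1 (percentile 97.8). Against random lists matched also on H3K27ac these numbers were 9, 6 and 4. No longer above the middle 95% were ureteric bud (96.5), apoptosis (96.7) and housekeeping genes (83.9) for WT Brg1. The same was true of podocyte (93.8), housekeeping (94.5), nephron progenitor, nephron differentiation, BAF, cell cycle and Six2/Eya/Dach/Pax genes for mutant Brg1, and of nephron differentiation and other remodeler and Polycomb genes (82.3) for Six2.

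**Figure D3:**
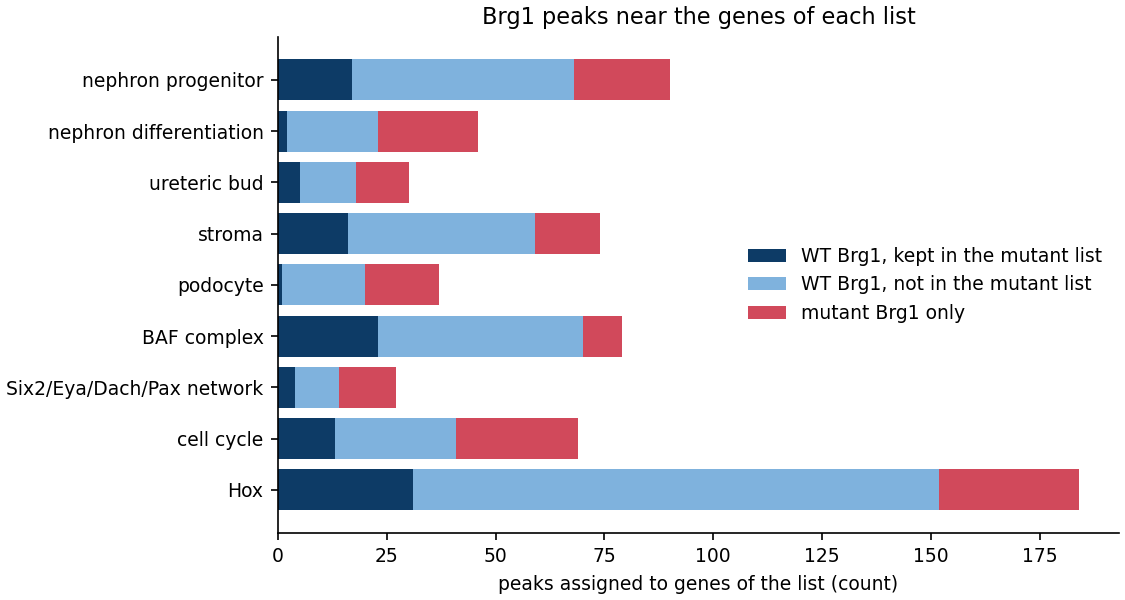
Number of Brg1 peaks (x axis, count) assigned to the genes of 9 lists (y axis), divided into WT peaks that were kept (dark blue), WT peaks that were lost (light blue) and mutant-only peaks (red). Nephron differentiation genes had 2 kept, 21 lost and 23 mutant-only peaks, and nephron progenitor genes had 17, 51 and 22.

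Brg1 also occupied genes of its own complex. Of 28 BAF subunit genes, 18 had a WT Brg1 peak (random median 6, percentile 100) and 15 a mutant peak (percentile 99.8; 94.2 against lists matched on H3K27ac). Arid1a, which encodes a DNA-binding subunit, had 14 WT peaks with 7 kept, Arid1b had 13, all lost, Bcl11b had 8 with 2 kept and Smarcd3 had 5 with 4 kept. Smarca4 itself had 1 WT peak, lost, and no mutant peak. In the Six2/Eya/Dach/Pax network 6 of 17 genes had a WT peak (percentile 77.6) and 10 a mutant peak (97.8; 96.6 against lists matched on H3K27ac). Eya1, which encodes a coactivator of Six2, had 2 WT peaks. The one at its promoter (chromosome 1, 14310062 to 14310149) overlapped a mutant Brg1 peak (14309790 to 14310158) and H3K27ac, and the other was lost. Eya4 had 6 WT peaks with 1 kept, and Pax2 had 3 with 1 kept and 3 mutant-only peaks. Of 29 cell cycle genes, 15 had a WT and 16 a mutant peak (both percentiles above 99.9; 99.6 and 95.7 against lists matched on H3K27ac). The CDK inhibitor gene Cdkn1b had 6 WT peaks with 1 kept, Mki67 had 4 with none kept, E2f3 had 5 with 4 kept and Ccnd2 had 4 with 2 kept.

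Over all genes, 4092 had a WT Brg1 peak, 5728 a mutant Brg1 peak and 2649 both. The most kept peaks were at Tnrc18 (16 of 19), Cxxc5 (13 of 19), Gse1 (9 of 24), Smad6 (9 of 14) and Meis1 (8 of 19), with Mrpl23 tied at 8. Tnrc18 had 7 mutant peaks, 1 of them mutant-only, so several of its kept WT peaks met the same mutant peak. Such counts per gene are counts of peaks and not of separate sites. The most lost were at Cwc22 (29 of 31), Zfp36l1 (25 of 32), Gm10295 (21 of 24), the Hippo pathway factor gene Tead1 (19 of 19) and Zfp608 (16 of 17). Cwc22 lies in a part of the genome known to vary in copy number between mouse strains, so its counts are uncertain. The most mutant-only peaks were at the corepressor gene Bcor (16), Nr2f2 (12), Smad7 (8), Gse1 (8) and 1700018B08Rik (7), with Trim8 and Rara tied at 7. Bcor lies on chromosome X, where the WT Brg1 list held few peaks, so its count is uncertain.

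Six2 and Brg1 peaks coincided more often than random placements did, but at few sites. Of WT Brg1 peaks 432 overlapped a Six2 peak, 5.12% (4.67 to 5.61), and of Six2 peaks 409 overlapped a WT Brg1 peak, 4.88% (4.44 to 5.37). Random placement on the chromosome gave 0.127% for the Brg1 peaks, 40.3 times less, and placement at the same distance from a TSS gave 1.27%, 4.03 times less. The share of Brg1 peaks rose to 13.9% where peaks within 500 bp counted and to 9.22% with every peak set to 400 bp, and fell to 2.35% and 3.06% without sections 1 and 2 of the Six2 list. The share of Six2 peaks was 11.8% within 500 bp, 8.36% at 400 bp and 1.73% without section 1 of the WT Brg1 list. At the level of genes 1917 had both a Six2 and a WT Brg1 peak, 39.5% of the 4855 genes with a Six2 peak. Mutant Brg1 peaks overlapped WT Six2 peaks in 7.48% (6.91 to 8.09) of cases, 2.07 times more than placements at the same distance from a TSS. Most Six2 peaks, 7515 or 89.7% (89.1 to 90.4), had neither a WT nor a mutant Brg1 peak.

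Nephron progenitor genes collected many Six2 peaks, 98 at 22 of 30 genes (random median 10, percentile 100). Mycn, which encodes a factor of progenitor proliferation, and Gas1 had 10 each, and Sall1, Uncx and Robo2 had 8. Robo2 encodes a receptor that restricts ureteric budding and had no Brg1 peak. Gdnf had 5 Six2 peaks and Six2 itself had 5. Of the nephron differentiation genes 15 of 26 had a Six2 peak (percentile 98.4; 90.9 against lists matched on H3K27ac), with 26 peaks in all. Irx1 had 5, and Ccnd1, Lef1, Cdh6 and Sfrp2 had 2 each, as did Bmp2, Fgf8 and Lhx1; Wnt4 had 1 and Pax8 none. Within 50 kb of a TSS the differentiation list fell to a percentile of 43.1. In the other kidney lists Six2 peaks were at 11 stroma genes (percentile 96.8), 10 ureteric bud genes (96.3), 4 podocyte genes (34.3) and 1 tubule gene (13.8), and at 10 genes of the Six2/Eya/Dach/Pax network (97.495). The genes with the most Six2 peaks were Cwc22 (27), Zfp982 (19), Zfp608 (17), Npvf (17) and Zfp991 (16), with Zfp978 and Zfp985 tied at 16. Cwc22, and Zfp982 and Zfp991, which belong to a cluster of near-identical zinc finger genes, are uncertain because reads of similar copies can be placed at one of them. The most Brg1 peaks with a Six2 peak were at Cwc22 and Gpr84 (4 each) and at Npvf, Usp29 and Cxxc5 (3 each), with Pbx1 and Nuak1 tied at 3.

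Among the promoters of Six2, Eya1, Mycn and Wnt4, that of Mycn was where all 4 lists met. A Six2 peak there (chromosome 12, 12942178 to 12942671) contained a WT Brg1 peak (12942287 to 12942422) and overlapped a narrow mutant Brg1 peak (12942586 to 12942776). Further mutant-only Brg1 peaks lay nearby (12941412 to 12942002 and 12939459 to 12940344), within 1 kb of an annotated Mycn TSS. The WT and mutant Brg1 peaks did not overlap each other, so the WT peak counted as lost. A Six2 peak in H3K27ac lay 35.7 kb downstream of Mycn (12904818 to 12904999), where no Brg1 peak was called. At Six2, the promoter carried a Six2 peak in H3K27ac (chromosome 17, 85688240 to 85688656), as did intergenic sites 60.6 kb and 111 kb upstream. The only Brg1 peak assigned to Six2 was a WT peak in H3K27ac 112.4 kb upstream, next to the last of these sites. At Wnt4, a mutant Brg1 peak lay at the promoter (chromosome 4, 137277085 to 137277390) in H3K27ac, and the Six2 peak lay 60.1 kb upstream.

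**Figure D4:**
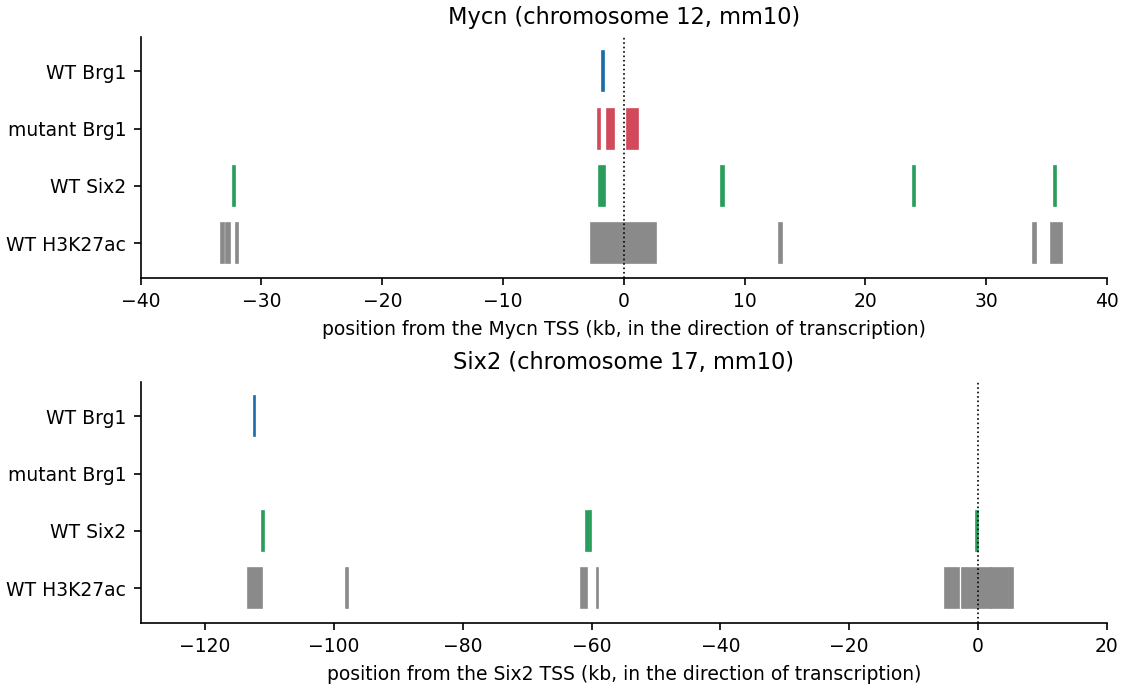
Peaks of the 4 lists (rows) around an annotated TSS (dotted line) of Mycn and of Six2, by position from that TSS in the direction of transcription (x axis, kb). Boxes are outlined so that narrow peaks stay visible. Mycn had Six2, WT Brg1 and mutant Brg1 peaks at its promoter, and Six2 had 1 WT Brg1 peak, 112.4 kb upstream.

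H3K27ac covered most Brg1 peaks and a minority of Six2 peaks. It overlapped 80.1% (79.3 to 81.0) of WT Brg1 peaks and 83.3% (82.5 to 84.1) of mutant Brg1 peaks, against 24.4% and 37.2% for placements at the same distance from a TSS. Of distal WT Brg1 peaks 64.1% (62.6 to 65.6) carried the mark. Of Six2 peaks 34.3% (33.3 to 35.4) overlapped H3K27ac, 2.55 times more than such placements, with 79.9% at promoters and 19.1% (18.1 to 20.1) at distal sites. Six2 peaks that also had a WT Brg1 peak overlapped H3K27ac in 82.4% (78.4 to 85.8) of cases, and those without in 31.9% (30.8 to 32.9). Lost WT Brg1 peaks overlapped the WT H3K27ac list in 72.6% of cases and kept ones in 95.4%. H3K27ac was not mapped in the mutant.

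The design also asked whether Brg1 peaks that carried Six2 were called less often in the mutant. They were not called less often. Of 432 WT Brg1 peaks with a Six2 peak 37.0% were kept, and of 8005 without one 32.9%, a difference of 4.16 points (-0.383 to 8.92). The relabelled differences ranged from -4.63 to 3.67 in their middle 95%, and the observed value was at percentile 98.6. At promoters the difference was 9.52 points (2.60 to 16.2, percentile 98.1) and at distal sites 2.66 points (-2.05 to 8.40, percentile 72.1). The positive sign did not hold in every setting: it was -2.11 points in the widest quartile of Brg1 peaks, -3.75 points without section 2 of the Six2 list and 0.37 points in the wider peaks of each list, with intervals that included 0. Without section 2 of the Six2 list the raw difference still lay above the median of the relabellings within classes. Only 152 WT Brg1 peaks overlapped mutant Brg1, Six2 and H3K27ac peaks alike.

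Sequence motifs separated the lists. A consensus of the Six2 homeodomain was found in 5.11% (4.66 to 5.60) of Six2 peaks and in 0.131% of their flanks, a gain of 4.98 points (4.50 to 5.45), and the gain was 5.91 points at distal and 2.19 points at promoter Six2 peaks. In WT Brg1 peaks it was found in 0.0948% of peaks, with a gain of 0.0178 points (-0.0601 to 0.0957). The E-box of bHLH factors gained 8.26 points (7.35 to 9.18) in Six2 peaks, 2.99 points in WT Brg1 peaks and 5.81 points in mutant Brg1 peaks, but in windows of 200 bp it gained 3.20 points in WT Brg1 and 3.13 points in mutant Brg1. The GC-rich WT1/EGR site gained 14.1 points (13.3 to 14.9) in mutant Brg1 peaks, against 2.199 points in WT Brg1 and 9.33 points in H3K27ac peaks; in windows of 200 bp it gained 5.66 points in mutant and 2.84 points in WT Brg1. The ETS site gained 4.48 points at promoter Six2 peaks and 0.0876 points (-0.0613 to 0.237) at distal ones. AT-rich or AT-containing sites of TCF/LEF, posterior HOX, GATA and NF-Y factors were less frequent in WT and mutant Brg1 peaks than in their flanks. In distal WT Brg1 peaks this was weaker, with -1.33 points for TCF/LEF, -0.879 for posterior HOX, -3.00 for NF-Y and -0.246 (-0.688 to 0.197) for GATA. The AP-1 site changed by -0.575 points in WT and -3.40 points in mutant Brg1 peaks, but by -0.0776 (-0.647 to 0.492) and 0.210 (-1.07 to 1.49) points in their distal peaks. The TCF/LEF site, read by effectors of Wnt signaling, changed by -4.74 points in WT Brg1, -20.2 points in mutant Brg1 and -3.00 points in Six2 peaks, and by -5.89, -10.99 and -2.55 points in windows of 200 bp. CTCF sites gained 0.555 points in Six2 peaks and 0.113 points in WT Brg1 peaks. Peak widths differ between the lists, and peaks and flanks were not matched on GC content.

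**Figure D5:**
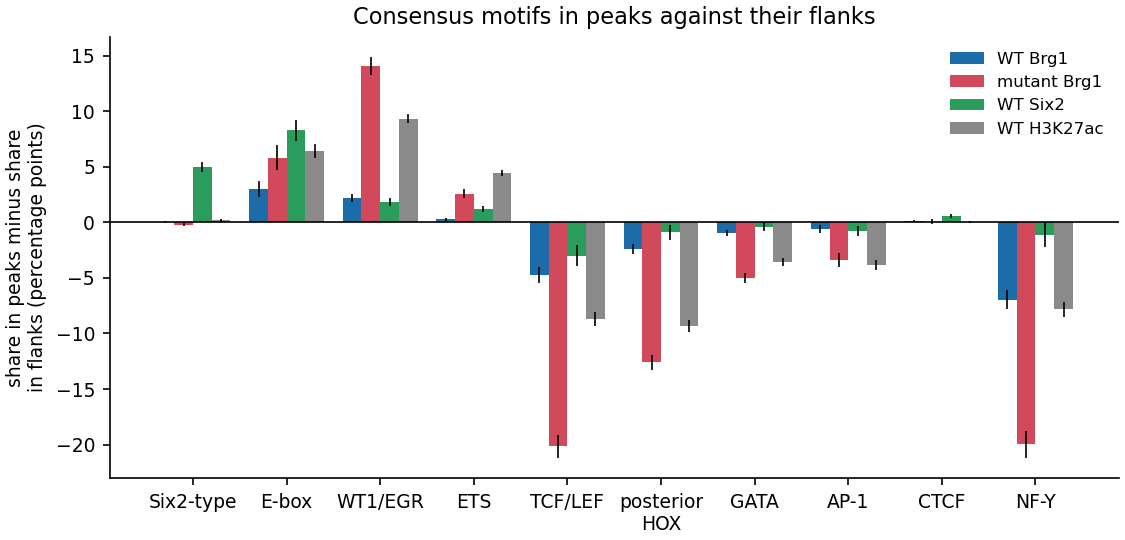
Share of peaks with each consensus motif minus the share in flanks of the same width 2 kb away (y axis, percentage points) for 10 motifs (x axis) in the 4 lists, whose peaks differ in width, with 95% intervals over peaks as error bars. The Six2-type motif gained 4.98 points in the Six2 list and 0.0178 points in the WT Brg1 list.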

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

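The deposited lists carry no replicate, score or depth, so depth limits every count of lost or mutant-only peaks, and leaving out each replicate could not be run. No paired analysis was possible because the peaks are not given per replicate. A stricter score threshold could not be set, and the wider 50% of each list stood in for it. Setting every peak to 400 bp, leaving out sections of a list, leaving out the sex chromosomes and matching random gene lists on H3K27ac were chosen after seeing the data. Among the main results 41 alternatives left the result the same, 69 moved it beyond its counting interval, 7 took it out of the tail of its random values and 2 reversed it. Among the percentiles of single gene lists 543 were the same, 35 stronger, 30 weaker and 1 reversed, that of Six2 peaks at nephron differentiation genes within 50 kb (percentile 43.1). Of the motifs only the Six2-type motif was included, among the main results. Except where an alternative counts other peaks or another distance by its construction, the cause was not tested.

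In the order overlap of at least 50% of the shorter peak, peaks within 500 bp and distal peaks only, WT Brg1 peaks kept were 30.4, 43.3 and 16.0%, mutant Brg1 peaks shared 26.8, 36.7 and 25.1%, WT Brg1 peaks with Six2 3.603, 13.9 and 5.74%, Six2 peaks with WT Brg1 3.52, 11.8 and 3.35%, and peaks in H3K27ac 78.2, 86.1 and 64.1% (WT Brg1), 80.7, 85.9 and 67.1% (mutant Brg1) and 28.9, 41.7 and 19.1% (Six2). In the wider 50% of each list kept peaks were 31.2%, Brg1 peaks with Six2 3.59%, Six2 peaks with Brg1 3.48%, and peaks in H3K27ac 86.0% (WT Brg1), 93.6% (mutant Brg1) and 40.4% (Six2). With every peak set to 400 bp these were 31.9, 9.22, 8.36, 82.9 (WT Brg1) and 37.3% (Six2). Without repeat-masked peaks 35.9% of Six2 peaks were in H3K27ac.

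Without section 1 of the WT Brg1 list kept peaks were 34.3%, Brg1 peaks with Six2 4.57% and Brg1 peaks in H3K27ac 82.8% (79.2% without section 3). Without WT Brg1 sections 1, 2 and 3, shared mutant peaks were 13.2, 26.3 and 21.5% and Six2 peaks with Brg1 1.73, 4.38 and 3.84%. Without Six2 sections 1 and 2, Brg1 peaks with Six2 were 2.35 and 3.06%, Six2 peaks with Brg1 5.52 and 4.04%, and Six2 peaks in H3K27ac 44.8 and 27.6%. The difference in kept share between Brg1 peaks with and without Six2 was no longer above the middle 95% of the relabellings at 2.03 points within 500 bp, 0.37 in the wider 50%, 2.66 at distal peaks, 0.96 at 400 bp, 0.68 without WT Brg1 section 1, 4.84 without WT Brg1 section 2 and 4.57 in the narrowest quartile. The sign of the raw difference reversed in 2 settings. It was -3.75 without Six2 section 2, still above most relabellings within classes (percentile 75.1), and -2.11 in the widest quartile (percentile 27.1).

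Against placements at the same distance from a TSS the folds over random were 5.36 (kept), 4.03 (Brg1 peaks with Six2), 3.28 (WT Brg1 in H3K27ac) and 2.55 (Six2 in H3K27ac). Promoter shares at 2.5 kb, at 5 kb and with all annotated genes were 62.3, 66.4 and 61.7% (WT Brg1), 80.3, 82.9 and 81.3% (mutant Brg1), 29.4, 34.6 and 29.9% (Six2) and 53.4, 57.3 and 55.1% (H3K27ac). The number of gene lists above the middle 95% of random lists was 10 for Six2 with all annotated genes and 10 with random lists not matched on territory, and 6 for mutant Brg1 with random lists matched on H3K27ac. The gain of the Six2-type motif was 5.91 points at distal Six2 peaks.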

Other observations

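Genes of patterning and signaling had Brg1 peaks more often than random gene lists did. Of 39 Hox genes, which set position along the body axis, 32 had a WT Brg1 peak (random median 4) and 29 a mutant Brg1 peak (random median 7). They held 152 WT peaks, of which 31 were kept, 20.4% (14.8 to 27.5), and 10 of them had a Six2 peak (percentile 99.4). Among FGF, BMP and TGF-beta pathway genes 28 of 36 had a WT Brg1, 29 a mutant Brg1 and 27 a Six2 peak, and 44 of 124 WT Brg1 peaks were kept. Wnt pathway genes with a peak numbered 21 of 37 for WT Brg1, 26 for mutant Brg1 and 21 for Six2, with 23 of 56 WT Brg1 peaks kept. For Notch pathway genes these were 12, 16 and 10 of 24 genes and 12 of 55 peaks, and for other remodelers and Polycomb genes 17, 17 and 11 of 25 genes and 19 of 54 peaks.

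Apoptosis genes had a WT Brg1 peak at 9 of 18 genes and a mutant Brg1 peak at 14, with 18 of 22 mutant peaks mutant-only, and 5 had a Six2 peak. Housekeeping genes had a WT Brg1, mutant Brg1 or Six2 peak at 5, 8 and 4 of 14 genes, endothelial genes at 4, 6 and 5 of 14, and ribosomal protein genes at 4, 4 and 4 of 24. Cell cycle genes had a Six2 peak at 9 of 29 genes and BAF subunit genes at 11 of 28. Blood, neuron and skeletal muscle genes had a Six2 peak at 3, 4 and 2 genes. Random lists of 26 genes had a median of 4 genes with a mutant Brg1 peak and no WT Brg1 peak, and the nephron differentiation list had 11 (percentile 99.9; 99.3 against lists matched on H3K27ac). These counts were added after the first results had been seen.

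The tests of the motif in Six2 peaks with and without Brg1 and of chromosome X in each section were chosen after seeing the result; the other tests below were planned. The first pattern was that 5645 of 8437 WT Brg1 peaks had no mutant Brg1 peak. If loss of Six2 removed Brg1 where Six2 binds, peaks with Six2 should have been kept less often, but the difference was 4.16 points (-0.383 to 8.92) in the other direction. Its interval included both signs. The sign of the raw difference reversed without section 2 of the Six2 list and in the widest quartile of Brg1 peaks. Of these settings only the widest quartile lay below the median of the relabellings within classes. Only 272 lost peaks overlapped a Six2 peak, so loss at peaks that overlapped a called Six2 peak could not be the whole cause. Six2 peaks that lay near without overlap, and any Six2 sites missing from the list, were not counted. Displaced peaks within 2 kb could not account for most of the loss either, since 26.96% (25.8 to 28.1) of lost peaks had a mutant peak at that distance. That share lay between the bounds fixed for the test, so displacement of a part of the peaks was left open. Whether a different construction of the lists was the cause could not be told: the kept share rose by 19.5 points (16.6 to 22.2) from the narrowest to the widest quartile, but wider peaks overlap more often in any case, and with every peak set to 400 bp 31.9% were kept. Depth, the mix of cells and indirect effects of the mutation were not tested.

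A second pattern was that WT Brg1 had 18 peaks on chromosome X, 0.213% of its list, against 125 or 1.63% in the mutant list, 2.28% of H3K27ac peaks and 0.991% of Six2 peaks. Few active regions on X could not explain this, since the share of H3K27ac peaks with a WT Brg1 peak was 0.130 (0.0771 to 0.218) times as high on X as on autosomes. An equal shortage of Brg1 on X in both genotypes was not found, since the ratio was 0.675 (0.557 to 0.819) for mutant Brg1. The mutant share was still lower on X than on autosomes, so a part common to both genotypes was left open. For WT Six2 the ratio was also low, 0.295 (0.189 to 0.460), so the shortage was not particular to WT Brg1. Nor did a single section lack X, the highest share among the 3 sections being 0.329% (0.160 to 0.678). The sex of the embryos and the treatment of controls in peak calling were not tested, so comparisons of WT and mutant Brg1 at X genes such as Bcor are uncertain.

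The third pattern was that few WT Brg1 peaks held a Six2 peak. Whether most Six2 peaks are not Six2 sites could not be told, since the Six2-type motif gained 5.01 points (4.52 to 5.50) in Six2 peaks without Brg1, between the bounds of 2 and 10 points fixed for the test. Whether background among these peaks alone was the cause could not be told either. Their motif share was 1.17 (0.737 to 1.86) times that of Six2 peaks with Brg1, but the sets differed in place. Promoter peaks were 23.9% of Six2 peaks without Brg1 and 48.7% of those with it. The motif gained less at promoter than at distal Six2 peaks, and the shares were not compared within each place. Whether short peaks missed each other within the same element could not be told: the fold over random placement within 2 kb was 0.393 (0.344 to 0.448) times that at overlap, or 0.817 times with placement at the same distance from a TSS, but it falls with a wider window in any case. Of WT Brg1 peaks 22.1% had a Six2 peak within 2 kb, so near misses at that distance could not be the cause for the others; no biological explanation was tested.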
